A study of Mus musculus with 6 samples. Its data were reported in "Inflammatory Signals Induce AT2 Cell-Derived Damage-Associated Transient Progenitors that Mediate Alveolar Regeneration" (2020).

How the data were processed

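Single lung cells of mice were profiled in 6 libraries made with the 10x Genomics 3′ kit and sequenced on a HiSeq 4000. The mice carried a tamoxifen-inducible Cre recombinase driven by the surfactant protein C gene (SPC) and a Tomato reporter, which marks alveolar type 2 (AT2) cells and what descends from them. They received PBS or bleomycin, a drug that injures the alveoli, and lungs were taken from PBS mice and on day 14 and day 28 after bleomycin. At each of these points 1 library was made from sorted EpCAM+Tomato+ cells without CD45 or CD31 (lineage-labeled) and 1 from a mixture of EpCAM+Tomato− and EpCAM− cells combined at a set ratio (non-lineage-labeled). Per the labels 2 mice were pooled for each experiment, and there was 1 library per group.

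The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode. The authors made them with Cell Ranger 2.0.2 on GRCm38 (Cell Ranger mouse reference 1.2.0), and the matrices hold 27998 genes and all 737280 barcodes of the kit, so no cell had been selected. Cells were taken by the limits the study states, more than 500 and fewer than 7000 genes and more than 2000 UMIs, which 12865 lineage-labeled and 17241 non-lineage-labeled barcodes passed. Such limits leave out small or damaged cells and set a floor on depth, so shares of cells refer to cells above that floor.

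Doublets were scored with a rebuilt scrublet at the study's settings (2 simulated doublets per cell, 30 neighbors, expected rate 0.1), with a score over 0.7, or a mean over 0.6 in a cluster at resolution 20, as the limit. This marked 34 lineage-labeled cells (0.264%) and 28 non-lineage-labeled cells (0.162%), and no cluster passed. In data with 200 implanted doublets the score ranked them with an area under the curve of 0.867 in day 14 lineage-labeled cells and 0.821 in day 14 non-lineage-labeled cells, yet 1 of the 200 (0.5%) passed the limit in each. The doublet call by score has therefore not worked in these libraries. Clusters of the first clustering in which Epcam and Ptprc each had a UMI in at least 25% of cells were also removed as mixtures. This took out 1182 non-lineage-labeled cells, among them every cell of the cluster led by neutrophil genes, so neutrophils are not analysed here. The rule was not applied again, and a cluster of the later EpCAM-negative clustering led by Siglech (69 cells) that had Epcam in 30.4% and Ptprc in 78.3% of cells was kept.

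Counts were scaled to 10000 per cell and log-transformed in scanpy 1.11.5 (anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python 3.11.15). Variable genes, 50 principal components and 15 exact nearest neighbors went into Leiden clustering at resolution 1 (igraph 0.11.9), which stands in for the Louvain clustering of the study. Leiden was run from 10 seeds and the partition of highest modularity was kept. The genes of the glycolysis, p53, interferon gamma, cytokine, IL-1 receptor and sex lists were held out of clustering. The candidate class of a cluster was the one with the highest mean marker score. In the lineage-labeled clusterings that score had to be at least 1, and AT2 was the candidate wherever no class reached it, so AT2 is a default there. The same held in the clustering of non-lineage-labeled epithelial cells with ciliated as the default, and in the other non-lineage-labeled clusterings no minimum was set. A cluster was given the name of its candidate when at least 3 markers of the class were seen in at least 25% of its cells and no other class had more markers among its 10 leading genes. It stayed unnamed otherwise, and also when its median UMIs lay below 1/3 of that of its samples and no marker of the candidate was among those 10. A lineage-labeled AT2 cluster with at least 3 primed genes among those 10 was called primed. Lineage-labeled clusters of airway or non-epithelial cells were left out, and the remaining alveolar cells were clustered again. The study states this step for ciliated and non-epithelial cells, and club cells were left out here in addition. Non-lineage-labeled cells were divided into an EpCAM-negative and an epithelial part and each part was clustered.

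Cell names and marker lists were fixed before the data were examined, from the study's own text and common lung markers. The lists for homeostatic AT2 (13 genes), primed AT2 (13), cycling (13), damage-associated transient progenitor (DATP, 15) and alveolar type 1 (AT1, 16) cells contain genes that the study picked from these libraries, and so do those for glycolysis and Hif1a (13), p53 and cell cycle arrest (8) and interferon gamma (6). The homeostatic list shares 3 genes with the AT2 list (14).

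UMIs were summed over cells and given in CPM in the usual sense, a gene's UMIs relative to all UMIs of the sum. Sums were made for all lineage-labeled alveolar cells, for AT2-like cells (AT2 clusters, primed ones included), for each state of a library with at least 50 cells, and for each class of the non-lineage-labeled libraries. Log2 ratios had 0.5 UMI added to each count, and a ratio against 0 UMIs is given as a bound from 3 counts. The genes named for a ratio of sums are the 5 highest and the 5 lowest among those with at least 50 CPM in the higher sum and at least 100 UMIs together, without mitochondrial, ribosomal protein, hemoglobin, immunoglobulin and sex-linked list genes. A list is summarized by the median log2 of its genes with at least 10 UMIs, with an interval from 1000 Poisson draws and its percentile among 10000 random lists matched in 20 bins of expression. The percentile describes genes of 1 pair of libraries and is not a test between mice.

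Where the share of cells with a UMI is given, every cell was thinned to 2000 UMIs by drawing without replacement. All cells had passed the minimum of 2000, so none were left out, and the unthinned share and the share in T cells of the same day, from the non-lineage-labeled library, are printed beside it. A cell passed the DATP rule with at least 5 of the 15 DATP markers and the cycling rule with at least 3 of the 13 cycling markers. Cell cycle phases were scored at full depth with 43 S and 54 G2/M genes, and connectivity between states with partition-based graph abstraction (PAGA). Coordinates are 1-based on GRCm38, taken from GENCODE M21 by gene ID, in which all 307 genes looked up were found.

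With no replicates, no test between groups and no p-value is given. Genes named as lower or higher on both days are those past a fixed limit of size, and how many there are is no count of genes that differ between mice. Intervals are exact 95% intervals, Clopper-Pearson for shares and Poisson for CPM and ratios, and they cover counting error only, not differences between mice or between libraries. Limits given for a difference of shares or of log2 ratios are built from these and are not exact. On counts simulated for 2155 genes with 200 changed, the log2 ratios had a median absolute error of 0.03 for both day 14 and day 28 over PBS, and the intervals held the true value for 95.1% and 95.3% of genes. Low-UMI droplets (1 to 50 UMIs) gave the profile of free RNA.

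Before the data were examined 62 pairs of a kind of result and an alternative to it were listed, and 4 alternatives were added after. Each result was recomputed under those that apply to it, with 1 choice changed at a time. They cover the UMI minimum, a mitochondrial limit, doublet removal, Leiden resolution, thinning, clustering by library, the marker genes in the clustering, the scaling of sums (trimmed mean of M values, a total without the 20 highest genes, the mean over cells), free RNA, the rules for markers and phases, and the number of neighbors. The 4 added ones are a conflict limit of 33%, a class score of at least 0.5, unnamed AT2 candidates counted as AT2-like, and the first Leiden seed alone. The conflict limit of 33% removed the same 1182 cells as that of 25%, so it tests nothing. Several choices of the main processing were also made after the data had been seen: the 25% conflict limit, the minimum class score and the strict naming rule, the minimum of 3 primed genes, the second round of clustering and the division of non-lineage-labeled cells. The choice among 10 seeds was made after a single seed gave a partition without a cycling cluster, and several clusterings had been looked at by then. The test lists in the closing section were written for their tests, some of them after the result was seen. The study's organoids, human tissue, chromatin and imaging data are not analysed here.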

Results

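Transcripts were counted in single lung cells of PBS-treated mice and of mice on day 14 and day 28 after bleomycin. There were 6 libraries, 1 lineage-labeled and 1 non-lineage-labeled library for each of the 3 conditions, and no replicates. Lineage-labeled libraries held 38531883 UMIs (PBS), 43848487 UMIs (day 14) and 41830118 UMIs (day 28). Non-lineage-labeled libraries held 42534915, 36838969 and 42156388 UMIs in the same order. Of the lineage-labeled barcodes, 4418, 4226 and 4221 passed the limits on genes and UMIs, and of the non-lineage-labeled barcodes 6963, 4584 and 5694 did. Depth per cell was not equal between conditions. The median lineage-labeled cell had 4642.5 UMIs in PBS, 7336 on day 14 and 6848 on day 28, and the median non-lineage-labeled cell 3972.5, 4749 and 4530. Mitochondrial transcripts made up a median of 5.63% of UMIs in PBS lineage-labeled cells, 3.34% on day 14 and 2.96% on day 28.

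Which states AT2-lineage cells take up after injury was the first question. After doublet removal 12831 lineage-labeled cells were left, of which 369 were airway or non-epithelial cells (69 in PBS, 148 on day 14, 152 on day 28), from clusters that held 224 ciliated, 96 club and 53 unnamed cells with T as their candidate class before doublet removal. The other 12462 alveolar cells (4331, 4077 and 4054) fell into 11 clusters, of which 3 stayed unnamed. AT2 was the name taken where no class scored 1 or more, and the clusters so named, the primed one included, scored between 0.219 and 0.481 for it. Cells in the DATP-like cluster made up 0.924% of PBS cells, 17.5% of day 14 cells and 4.71% of day 28 cells. For the primed AT2-like cluster these shares were 0.369%, 32.1% and 6.19%, for the AT1-like cluster 0.647%, 2.67% and 3.50%, and for the cycling cluster 0.0693%, 2.99% and 0.419%. AT2 clusters that were not called primed made up 76.4%, 29.3% and 40.7%. The unnamed clusters, all with AT2 as their candidate class, held 18.7%, 10.4% and 9.84% (led by Ptgs2, Thbs1 and Areg), 2.70%, 4.66% and 26.8% (led by Areg, Rgcc and Mt2) and 0.208%, 0.343% and 7.92% (led by Scgb1a1 and Cyp2f2). With 1 library per group, a cluster mostly of 1 library may be that library and not a type. This applies to an AT2 cluster with 95.4% of its cells from PBS (led by Ly6i, Noxo1 and Cd14, with Lcn2 and C3), to the primed cluster with 83.1% from day 14, to the cycling cluster with 85.9% from day 14 and to the Scgb1a1-led cluster with 93.3% from day 28. Another AT2 cluster was led by Ccdc146 and mitochondrial genes and had a median of 10.6% mitochondrial UMIs.

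Because these clusters are defined by the genes that differ between conditions, their sizes were compared in a clustering from which all state markers had been left out. DATP-like cells then made up 0.783% (95% CI 0.543 to 1.09) of PBS cells, 17.1% (15.997 to 18.3) of day 14 cells and 4.63% (4.01 to 5.32) of day 28 cells. The primed share was 0.806% (0.562 to 1.12), 32.2% (30.8 to 33.7) and 7.16% (6.39 to 7.99). The AT1-like share was 0.644% (0.429 to 0.930), 2.52% (2.07 to 3.05) and 3.48% (2.94 to 4.09), so the intervals of day 14 and day 28 overlapped while both lay above PBS. The cycling share was 0.0690% (0.0142 to 0.202), 2.72% (2.24 to 3.26) and 0.560% (0.355 to 0.839). Club-like cells were 0.0690%, 0.437% and 1.02%, AT2 cells 48.4%, 32.7% and 45.3%, and unnamed cells 49.2%, 12.2% and 37.8%. Seeds were compared only in the clustering with state markers, where names depended on them. Across its 10 Leiden seeds a DATP-like and an AT1-like cluster were found in 10, a cycling cluster in 8 and a primed cluster in 7, and the day 14 share of DATP-like cells ran from 11.5% to 18.5% and that of cycling cells from 2.43% to 11.6%. Processing moved these shares further. No cluster met the DATP-like name with a UMI minimum of 4000, without cells over 10% mitochondrial, at Leiden resolution 0.5, after thinning before clustering, or with each library clustered alone. At resolution 0.5 the AT1-like share was 20.4% on day 14 and 8.66% on day 28, so the order of the 2 days turned around, in a clustering without a DATP-like cluster. The AT2 share moved most, in PBS from 76.4% to 34.5% with a UMI minimum of 4000.

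**Figure D1:**
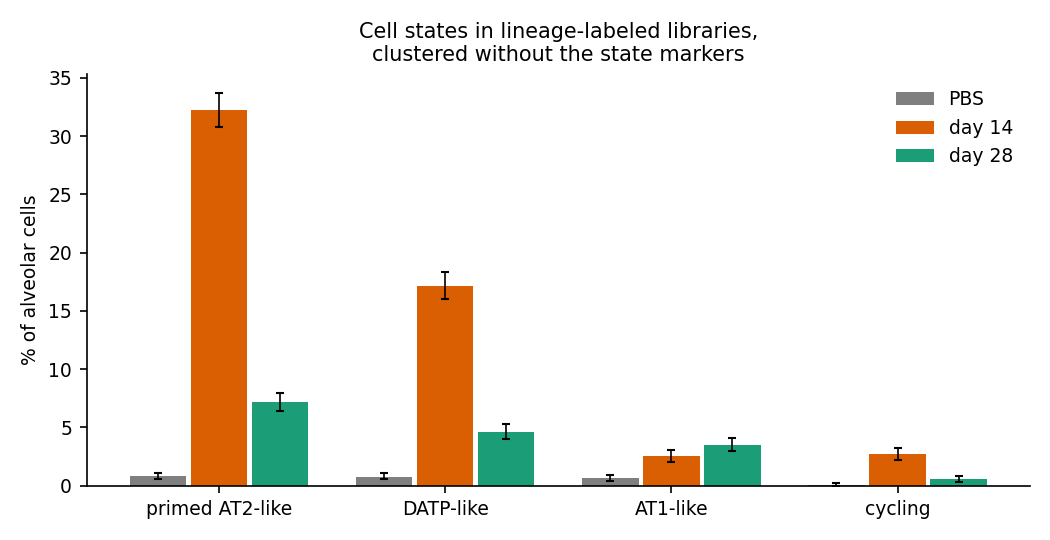
Share of lineage-labeled alveolar cells (%, y axis) in 4 states for PBS, day 14 and day 28, from the clustering without state markers. Bars are shares, and error bars are 95% Clopper-Pearson intervals that cover counting error only; DATP-like cells made up 17.1% and primed AT2-like cells 32.2% on day 14.

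Marker counts per cell do not use the clusters. After thinning to 2000 UMIs, 14.98% (13.9 to 16.1) of PBS, 31.6% (30.2 to 33.1) of day 14 and 22.03% (20.8 to 23.3) of day 28 alveolar cells had at least 5 of the 15 DATP markers; unthinned, 42.9%, 76.0% and 63.3% did. The cycling rule was passed by 0.0924% (0.0252 to 0.236), 2.65% (2.18 to 3.19) and 0.395% (0.226 to 0.640) of cells, and unthinned by 0.115%, 5.05% and 0.715%. In epithelial cells of the non-lineage-labeled libraries the DATP rule was passed by 52.7%, 61.5% and 62.2% and the cycling rule by 0.0180%, 0.328% and 0.150%, so the DATP rule is not specific to alveolar cells. The number of markers asked for moved the DATP share most, with 29.9%, 49.5% and 39.0% of cells at 4 markers in PBS, on day 14 and on day 28.

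Single markers were set against T cells of the same day. These come from the non-lineage-labeled libraries, so they do not measure free RNA in the lineage-labeled ones. Median depths were 4632, 7372 and 6848 UMIs in alveolar cells and 2279, 2383 and 2292 UMIs in T cells. Cldn4 (ENSMUSG00000047501; GRCm38 chromosome 5, 134945119 to 134946934, minus strand) had a UMI in 0.831% of PBS, 8.85% of day 14 and 2.76% of day 28 alveolar cells after thinning (unthinned 1.41%, 15.7% and 5.08%), against 0.743%, 0.536% and 0.396% of T cells. Sprr1a (ENSMUSG00000050359; chromosome 3, 92483952 to 92485895, minus strand) was seen in 0.531%, 4.07% and 1.31% (unthinned 0.739%, 8.05% and 2.37%), against 0 of 269, 560 and 505 T cells, which allows up to 1.36%, 0.657% and 0.728%. Krt8 (ENSMUSG00000049382; chromosome 15, 101996698 to 102004482, minus strand) was seen in 63.4%, 61.9% and 60.4% (unthinned 83.3%, 88.8% and 88.4%), against 6.69%, 8.57% and 12.5% of T cells. Ndrg1 was seen in 0.762% (0.525 to 1.07), 1.496% (1.15 to 1.92) and 1.16% of alveolar cells (unthinned 1.99%, 5.49% and 3.11%) and in 0.743%, 1.07% (0.394 to 2.32) and 1.98% of T cells (unthinned 1.12%, 1.07% and 2.38%), so at 2000 UMIs it did not differ from T cells beyond counting error. Within alveolar cells the day 14 share lay above that of PBS, with intervals that did not overlap. AW112010 was seen in 0.970%, 3.14% and 0.765% of alveolar cells (unthinned 1.78%, 6.4999% and 1.85%) and in 72.1%, 67.0% and 65.0% of T cells, which express it. The cell cycle marker Cdk1 was seen in 0.115%, 2.48% and 0.296% (unthinned 0.162%, 5.32% and 0.913%), against 0.372%, 0.357% and 0% of T cells. Mki67 was seen in 0.485%, 1.37% and 0.518% (unthinned 0.739%, 4.05% and 1.13%), against 0%, 0.179% and 0% of T cells, and Cenpa in 0.208%, 1.64% and 0.419% (unthinned 0.508%, 4.32% and 1.13%), against 8.92%, 10% and 10.9% of T cells, so T cells are no reference for Cenpa.

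Sums over all alveolar cells do not depend on where clusters meet. They held 21957392 UMIs (PBS), 34961385 UMIs (day 14) and 29073333 UMIs (day 28). On day 14 the 5 genes with the highest log2 ratio over PBS among 2423 eligible genes were Gm26870, Cldn4, Gsto1, Sprr1a and Tpm2. Gm26870 (ENSMUSG00000097312; a lincRNA on chromosome 9, 3000282 to 3038313, minus strand) stood at 149 CPM against 2.05 CPM, a log2 ratio of 6.17 (5.76 to 6.64). Cldn4 stood at 171 against 3.69 CPM, log2 5.53 (5.22 to 5.87), and Sprr1a at 127 against 5.15 CPM, log2 4.62. Gsto1 and Tpm2 had log2 ratios of 4.78 and 4.23. The 5 lowest were Cxcl5, Pigr, Ly6i, Saa3 and Noxo1. Cxcl5 (ENSMUSG00000029371; chromosome 5, 90759360 to 90761624, plus strand) stood at 3.80 CPM against 160.0 CPM in PBS, and its log2 ratio was -5.39. Pigr (ENSMUSG00000026417; chromosome 1, 130826684 to 130852249, plus strand) stood at 2.20 against 51.5 CPM, log2 -4.54, and Ly6i (ENSMUSG00000022586; chromosome 15, 74979534 to 74983430, minus strand) at 27.4 against 475 CPM, log2 -4.12. Saa3 and Noxo1 had log2 ratios of -2.71 and -2.60. Subtracting free RNA at 5% moved these ratios most, as it left next to no Gsto1 in PBS, so that its log2 ratio had a lower limit of 8.35.

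On day 28 the 5 highest over PBS among 2185 eligible genes were Scgb1a1, Cd24a, Phlda3, S100a6 and Anxa1, and the 5 lowest were again Cxcl5, Saa3, Ly6i, Pigr and Noxo1. Scgb1a1 (ENSMUSG00000024653; chromosome 19, 9083636 to 9087958, minus strand) stood at 2608 CPM against 323 CPM in PBS, log2 3.01 (2.98 to 3.05). Log2 ratios were 1.72 for S100a6 and 1.61 for Anxa1. Among the lowest, Cxcl5 had a log2 ratio of -6.81, Saa3 (ENSMUSG00000040026; chromosome 7, 46711998 to 46715700, minus strand) -4.79, Ly6i -4.34, Pigr -4.33 and Noxo1 (ENSMUSG00000019320; chromosome 17, 24696234 to 24700529, plus strand) -2.94. From day 14 to day 28, Cyp2f2, Scgb1a1, Chia1, Bambi and Aox3 had the highest log2 ratios (1.94, 1.49, 1.09, 1.03 and 0.94) and Cldn4, Tpm2, Ifi27l2a, Isg15 and Gm26870 the lowest, with -2.75 for Cldn4, -2.30 for Ifi27l2a, -2.10 for Isg15 and -2.07 for Gm26870, among 2344 eligible genes. Both ratios over PBS share 1 PBS library, so a gene off in that library alone would differ on both days.

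The preset lists were read relative to the median of all genes, which lay at 0.26 for day 14 over PBS, 0.08 for day 28 over PBS and -0.19 for day 28 over day 14. On day 14 over PBS the cycling list had a median log2 of 3.93, which is 3.67 above the median of all genes. The p53 and cell cycle arrest list had 1.74 (relative 1.48; 8 of 8 genes higher), the DATP list 1.46 (relative 1.197; 15 of 15), the AT1 list 0.76 (relative 0.49; 15 of 16), the primed list 0.61 (relative 0.35; 10 of 13) and the interferon gamma list 0.57 (relative 0.31; 5 of 6). The glycolysis list had 0.47 (relative 0.20; 12 of 13) and lay at percentile 95.1 of matched random lists. The AT2 list had -0.47 (relative -0.73; 2 of 14 higher) and the homeostatic list -0.45 (relative -0.71; 0 of 13 higher), both at percentile 0. On day 28 over PBS the relative medians were 1.38 for the cycling, 0.96 for the p53, 0.42 for the AT1, 0.21 for the DATP, 0.03 for the glycolysis, -0.17 for the primed, -0.22 for the AT2, -0.29 for the homeostatic and -0.34 for the interferon gamma list. From day 14 to day 28 they were -2.10, -0.65, -0.02, -0.88, -0.35, -0.46, 0.41, 0.40 and -0.53 for the same 9 lists. The largest move of a list was that of the cycling list with free RNA subtracted, from 3.93 to 4.22 (3.53 to 4.40) on day 14.

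**Figure D2:**
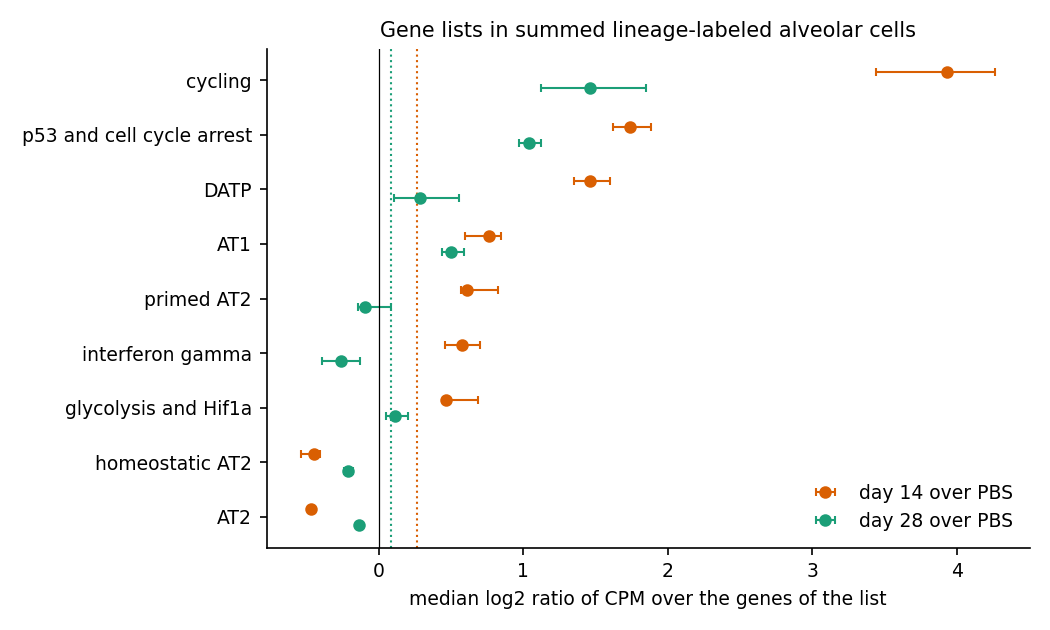
Median log2 ratio of CPM (x axis) over the genes of each of 9 lists (y axis) in summed lineage-labeled alveolar cells, for day 14 over PBS and day 28 over PBS. Points are medians with 95% intervals from Poisson draws, and dotted lines are the medians of all genes (0.26 and 0.08); the cycling list stood highest on day 14 with 3.93.

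In AT2-like cells alone (3323, 2504 and 1899 cells; 16683894, 22128907 and 12930557 UMIs) the median of all genes was 0.14, 0.03 and -0.11 for the same 3 ratios. Whether AT2 cells themselves changed was asked here. On day 14 over PBS the primed list had a median of 0.89 (relative 0.75; 12 of 13 genes higher) and the homeostatic list -0.32 (relative -0.46; 1 of 13 higher), and the AT2 list -0.24 (relative -0.38). The p53 list had 1.00 (relative 0.86; 6 of 7), the cycling list 1.91 (relative 1.78), the AT1 list 0.36 (relative 0.22), the DATP list 0.32 (relative 0.18), the glycolysis list 0.24 (relative 0.10; percentile 86.6) and the interferon gamma list -0.21 (relative -0.35; 2 of 6 higher). On day 28 over PBS the homeostatic, primed, AT2, AT1 and glycolysis lists lay within 0.05 of the median of all genes. The p53 list stood at 0.58 relative to that median, the cycling list at 0.68, the DATP list at -0.24 and the interferon gamma list at -0.59. The highest genes on day 14 were Ifi27l2a (107 against 18.5 CPM, log2 2.53), 2200002D01Rik (log2 2.23), Phlda3 (58.3 against 13.4 CPM, log2 2.12), Cxcl17 (log2 1.93) and Hist1h2bc (177 against 50.3 CPM), and the lowest were Cxcl5 (-6.50), Pigr (-4.98), Ly6i, Noxo1 (-2.83) and Saa3 (-2.62). On day 28 the highest were Phgr1 (54.2 against 9.59 CPM, log2 2.50), Rgcc (1.34), Cxcl17, Scgb1a1 (1.11) and Ccnd1 (1.08), and the lowest Cxcl5 (-6.60), Saa3 (-5.88), Ly6i (-4.42), Pigr (-4.40) and Noxo1 (-2.94). From day 14 to day 28, Cyp2f2 had the highest (1.06) and Ifi27l2a (-2.43) and Ifitm3 (-2.33) the lowest log2 ratios. The UMI minimum of 4000 moved single genes most, as 64.8% of PBS cells were then unnamed and outside these sums. Saa3 on day 28 over PBS had -1.16 in place of -5.88, and on day 14 it changed sign to 1.02. Of the lists the cycling list moved most, to 4.12 on day 14 with the first Leiden seed alone in both rounds of clustering, which had no cycling cluster to take those cells out. The comparison of 10 seeds above changed the seed of the second round only, and there the first seed had one. With the UMI minimum of 4000 the interferon gamma list on day 14 changed sign to 0.09, and with unnamed AT2 candidates included the DATP list on day 28 changed sign to 0.04.

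Genes of the glycolysis, p53 and interferon gamma lists had been held out of the clustering and were compared between states of 1 library. The comparison is not independent of the naming for DATP-like cells. Their markers, which were not held out, include Gdf15, Cdkn1a, Ndrg1 and Ly6a. The study names these for p53 signaling, inhibited proliferation, hypoxia and interferon gamma, so DATP-like cells were in part chosen by genes of these kinds. On day 14, DATP-like cells (713 cells) over AT2-like cells gave a median log2 of 2.63 (2.56 to 2.71; 8 of 8 genes higher) for the p53 list, 1.75 (1.62 to 1.90; 6 of 6) for the interferon gamma list and 1.03 (0.98 to 1.09; 11 of 13) for the glycolysis list, at percentiles 100, 99.95 and 98.2 of matched random lists. Mdm2 (ENSMUSG00000020184; chromosome 10, 117688875 to 117710758, minus strand) stood at 217 CPM in DATP-like and 31.2 CPM in AT2-like cells, Trp53 at 119 and 30.1 CPM, Phlda3 at 594 and 58.3 CPM, Cdkn2a (ENSMUSG00000044303; chromosome 4, 89274471 to 89294653, minus strand) at 22.9 and 0.316 CPM, and Hif1a at 82.2 and 44.4 CPM. Within the glycolysis list Pkm was higher (867 against 231 CPM) while Ldha (439 against 507 CPM) and Hk2 (15.5 against 28.6 CPM) were lower. Slc16a3 rested on 2 UMIs in AT2-like cells, and its log2 ratio was 5.13 (3.43 to 8.55). Irf1 did not differ beyond counting error, with a log2 ratio of 0.11 (-0.12 to 0.32). Day 28 DATP-like cells gave 2.33, 1.99 and 0.80 for the p53, interferon gamma and glycolysis lists. In AT1-like cells on day 14 the medians were 1.02, 2.03 and 0.38, the last at percentile 53.4, and on day 28 they were 1.38, 1.32 and 0.45. Cycling cells on day 14 gave 0.03 (-0.07 to 0.19), 0.16 (-0.02 to 0.52) and 0.60 (0.41 to 0.72). The last lay at percentile 98.2 of matched random lists, as high as in day 14 DATP-like cells. Leiden resolution 0.5 moved this family most, with 2.55 for the p53 list in day 14 AT1-like cells in a clustering without a DATP-like cluster, and the mean over cells moved the p53 list in DATP-like cells from 2.63 to 2.82.

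**Figure D3:**
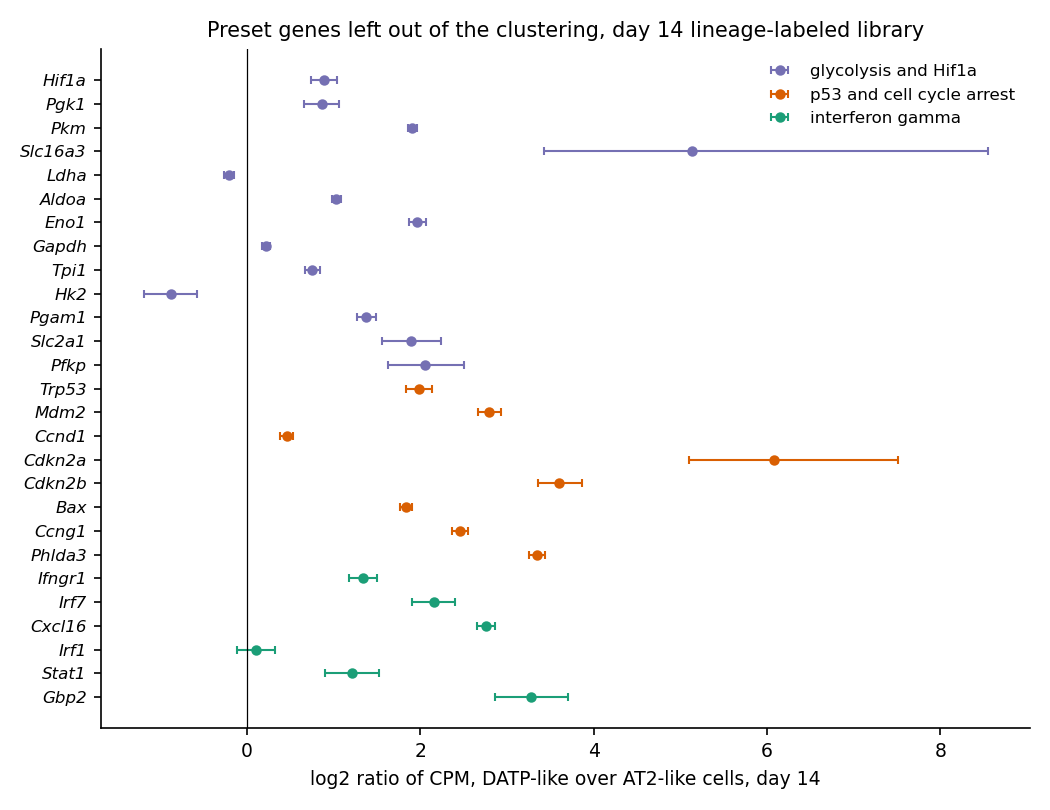
Log2 ratio of CPM in DATP-like over AT2-like cells (x axis) for each gene of the 3 lists held out of clustering (y axis), day 14 lineage-labeled library. Points are ratios and bars 95% Poisson intervals covering counting error only; all 8 p53 genes and all 6 interferon gamma genes lay above 0, and 11 of 13 glycolysis genes did.

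Il1r1 (ENSMUSG00000026072; chromosome 1, 40225080 to 40317257, plus strand) was compared between cell cycle phases of AT2-like and cycling cells, since the study linked it to G2/M. On day 14, after thinning, 40 of 2140 cells in G1 had a UMI (1.87%, 1.34 to 2.54), 8 of 340 in S (2.35%, 1.02 to 4.58) and 1 of 146 in G2/M (0.685%, 0.0173 to 3.76). Unthinned shares were 6.68%, 6.76% and 10.3% at median depths of 8047, 9372.5 and 9941 UMIs. T cells of that day had 1.43% thinned and 1.61% unthinned at a median depth of 2383 UMIs, so the thinned shares of day 14 lay near those of T cells, which come from another library. Whether T cells express Il1r1 was not tested, and their make-up changed. A T cell cluster led by Pxdc1 and Cxcr6 held 6 cells in PBS and 88 on day 14. Nearness to T cells therefore does not show that the alveolar shares are background. Sums gave 8.43 CPM in G1, 7.35 CPM in S and 11.4 CPM (6.88 to 17.8) in G2/M, with overlapping intervals. Phase calls reached beyond the cycling cluster, which held 3 PBS and 122 day 14 cells. In PBS 358 cells were called S and 98 G2/M, and on day 14 these were 340 and 146. Most of them thus lay outside that cluster and may not be cycling, which would dilute a difference between phases. With these calls and at this depth no difference between phases was detectable. In PBS the thinned shares were 2.33%, 3.35% and 3.06% (3 of 98 cells in G2/M) and on day 28 they were 1.60%, 2.29% and 3.51% (2 of 57), with unthinned shares of 5.61%, 4.47% and 4.08% in PBS and 5.05%, 5.71% and 10.5% on day 28. T cells had 0.372% (0.00941 to 2.05) in PBS and 0.792% (0.216 to 2.02) on day 28, unthinned 0.743% and 1.19%. The PBS and day 28 shares were thus above those of T cells, but with intervals that overlapped (1.81 to 2.96 in PBS cells in G1). In all alveolar cells Il1r1 stood at 11.9 CPM in PBS, 8.35 CPM on day 14 and 9.25 CPM on day 28. With phases scored within the cycling cluster only, 11.1% (3.11 to 26.1) of day 14 cells in S and 1.23% (0.0313 to 6.69) in G2/M had a UMI after thinning, and 8.33% (0.211 to 38.5) of day 28 cells in G2/M. The depth kept changed this outcome. G2/M minus G1 on day 14 was -1.18 percentage points (-1.85 to 1.89) at 2000 UMIs, 5.07 (0.81 to 11.7) when cells were thinned to 4000 UMIs and shallower ones left out, and 3.59 (-0.82 to 9.70) unthinned. These limits are those of the G2/M share less the G1 share. They leave out the counting error of G1 and are too narrow for a difference.

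Connectivity in the neighbor graph was computed to ask through which states AT2 and AT1 cells are linked. On a scale that ends at 1, DATP-like and AT1-like cells had a connectivity of 1, where higher values cannot be seen, primed and cycling cells 0.874, primed and DATP-like cells 0.311, primed and AT2 cells 0.241, DATP-like and AT2 cells 0.0156, and AT2 and AT1-like cells 0.00986. Unnamed cells, whose clusters all had AT2 as their candidate class, had 0.333 with AT2, 0.281 with primed and 0.148 with DATP-like cells, and the unnamed cluster led by Areg, Rgcc and Mt2 had 0.307 with DATP-like cells, so a link of AT2 and DATP-like cells outside the primed cluster is not excluded. The values describe 1 graph, carry no error and give no direction. With 30 neighbors no cluster met the DATP-like name, and connectivity of AT1-like and primed cells was 0.276 in place of 0.0324.

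The non-lineage-labeled libraries served to find which cells around the AT2 cells changed. After doublet removal 6464, 4266 and 5321 cells were left. In the EpCAM-negative clustering, a cluster named ciliated (31, 2 and 8 cells) had Epcam in 73.2% of cells and was set aside. Of the other 6433, 4264 and 5313 cells, 86.2%, 71.4% and 75.2% were epithelial and 11.3%, 27.4% and 22.4% immune. The sort combined both kinds at a set ratio, so shares were read within each kind. Of immune cells (725, 1167 and 1189), T cells made up 37.1%, 48.0% and 42.5%, monocytes and macrophages 33.1% (29.7 to 36.7), 21.3% (18.9 to 23.7) and 28.8% (26.2 to 31.4), NK cells 8.55%, 7.03% and 8.58%, B cells 7.17%, 4.37% and 5.21%, dendritic cells 5.52%, 5.66% and 3.03%, and cycling cells 1.66%, 3.43% and 2.78%. Unnamed immune clusters held 2.34%, 9.25% and 7.15% (candidate T, led by Tnfrsf4 and Ctla4) and 4.55%, 1.03% and 2.02% (led by Siglech). Of other EpCAM-negative cells (160, 52 and 131), 93.1%, 84.6% and 82.4% were mesenchyme, 4.38%, 15.4% and 9.92% endothelium and 2.5%, 0% and 7.63% mesothelium; the 0 of 52 on day 14 allows up to 6.85%. Of epithelial cells (5548, 3045 and 3993), 59.5%, 61.6% and 48.8% were in ciliated clusters (the default name where no class scored 1 or more, with scores from -0.0571 to 0.272), 0.469%, 0.624% and 5.68% were AT2, 1.35%, 1.54% and 0.902% club and 0.162%, 0.328% and 1.35% basal. Unnamed epithelial clusters held 24.1%, 10.5% and 9.77% (led by Klf2, Atf3 and Egr1), 9.17%, 7.52% and 24.0% (Hbegf, Thbs1 and Sfn), 2.52%, 12.1% and 4.36% (Isg15 and Reg3g), and 2.78%, 5.78% and 5.21% (Scgb1a1 and Ager). Stress or immune genes also led named ciliated clusters, with Hspa1a in 1, Id3, Ier2 and Egr1 in another, Isg15 and Irf7 in another and H2-Ab1 and Cd74 in another. The UMI minimum of 4000 moved these shares most, with mesenchyme at 19.2% in place of 93.1% in PBS and no cluster named for monocytes and macrophages; with a minimum of 1000, monocytes and macrophages made up 12.7%, 8.28% and 11.1%.

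Il1b (ENSMUSG00000027398; chromosome 2, 129364570 to 129371139, minus strand) in macrophages was the question behind the cytokine list. Monocytes and macrophages (240, 248 and 342 cells) stood at 317 CPM (275 to 364) in PBS, 632 CPM (578 to 689) on day 14 and 432 CPM (392 to 475) on day 28. The ratio of day 14 over PBS was 1.99 (log2 0.99, 0.75 to 1.23), of day 28 over PBS 1.36 (log2 0.44, 0.20 to 0.69) and of day 28 over day 14 0.684 (log2 -0.55, -0.74 to -0.36). After thinning, 34.6% (28.6 to 41.0), 44.0% and 38.0% of these cells had an Il1b UMI (unthinned 39.6%, 52.0% and 44.4%; median depths 2547, 3023.5 and 2742.5 UMIs), against 0%, 1.43% and 0.396% of T cells. The class could not be divided into alveolar, interstitial and monocyte parts by the markers. Its cluster led by Chil3 and F13a1 had log2 ratios of 0.93, 0.52 and -0.41, and its cluster led by Ear2 and Gngt2 1.14, 0.39 and -0.75, in the order day 14 over PBS, day 28 over PBS and day 28 over day 14. Another cluster held 8, 1 and 9 cells. The UMI minimum of 1000 moved the day 14 ratio most, to a log2 of 0.70 (0.50 to 0.92).

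Other classes also carried Il1b. Dendritic cells stood at 1224, 1449 and 621 CPM, with log2 ratios of 0.24 (-0.02 to 0.51) on day 14 and -0.97 on day 28 over PBS. They held 39.1%, 36.04% and 12.6% of all Il1b UMIs of the kept cells of the 3 libraries (412, 1343 and 669 UMIs; removed neutrophil-led cells and droplets are not counted), monocytes and macrophages 49.3%, 37.8% and 63.8%, and epithelial cells 5.34%, 15.5% and 12.7%. Mesenchyme had 1, 0 and 41 UMIs, and the log2 ratio of day 28 over PBS was 5.08 (3.09 to 10.98), but the 41 UMIs lay in 2.78% of 108 cells. Epithelial cells stood at 0.817, 9.51 and 3.45 CPM, NK cells at 12.2 (2 UMIs), 85.4 and 37.7 CPM. Of the other cytokines, Il18 in monocytes and macrophages stood at 40.6, 33.6 and 47.5 CPM and Il1rn at 15.6, 11.2 and 15.2 CPM, with overlapping intervals. Il17a in T cells stood at 3.07 CPM (2 UMIs) in PBS, 121 CPM (174 UMIs) on day 14 and 49.99 CPM (63 UMIs) on day 28, and mesenchymal Il6 at 536, 578 and 646 CPM. Il1a, Ifng and Tnf in monocytes and macrophages rested on 0 to 16 UMIs per library.

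**Figure D4:**
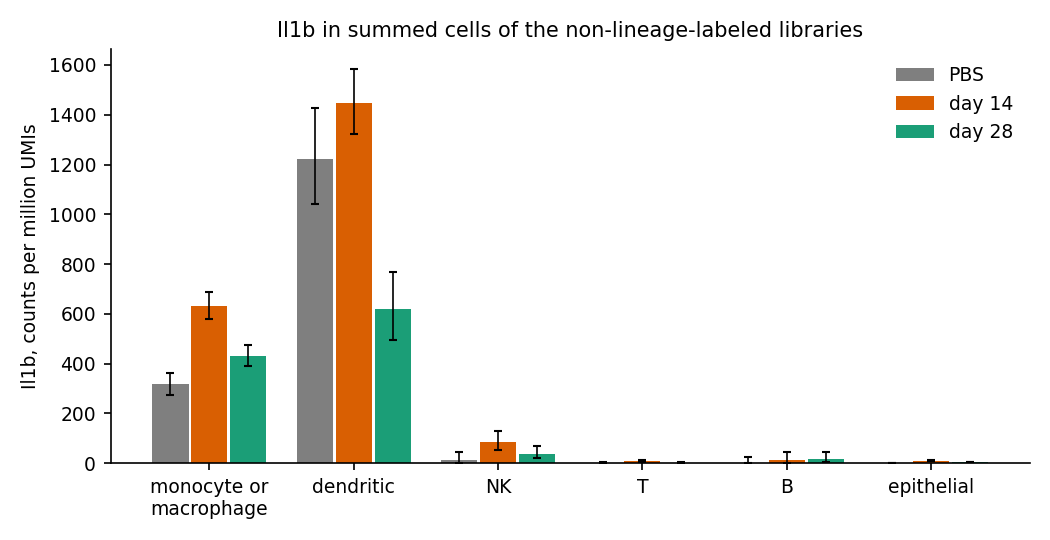
Il1b in CPM (y axis) in summed cells of 6 classes of the non-lineage-labeled libraries, for PBS, day 14 and day 28. Bars are CPM and error bars 95% Poisson intervals that cover counting error only; monocytes and macrophages stood at 317, 632 and 432 CPM.

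Sex-linked transcripts show whether the mice behind the libraries match. In both PBS libraries the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together stood at 114 CPM (109 to 118; lineage-labeled) and 102 CPM (98.1 to 105; non-lineage-labeled), and Xist (ENSMUSG00000086503; a lincRNA on chromosome X, 103460366 to 103483254, minus strand) at 4.35 and 2.29 CPM. In the bleomycin libraries Xist stood at 723 and 849 CPM on day 14 and at 628 and 836 CPM on day 28, with 1, 3, 3 and 2 Y-linked UMIs. The Y-linked part of Xist and Y-linked UMIs together was 96.3% and 97.8% in PBS. Treatment and sex of the mice therefore changed together, and every comparison with PBS in the lineage-labeled and the non-lineage-labeled libraries is also one between male and female profiles. Day 28 over day 14 is the only one of the 3 ratios within 1 profile. Over all droplets the Y-linked part in PBS lineage-labeled was 94.2%.

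**Figure D5:**
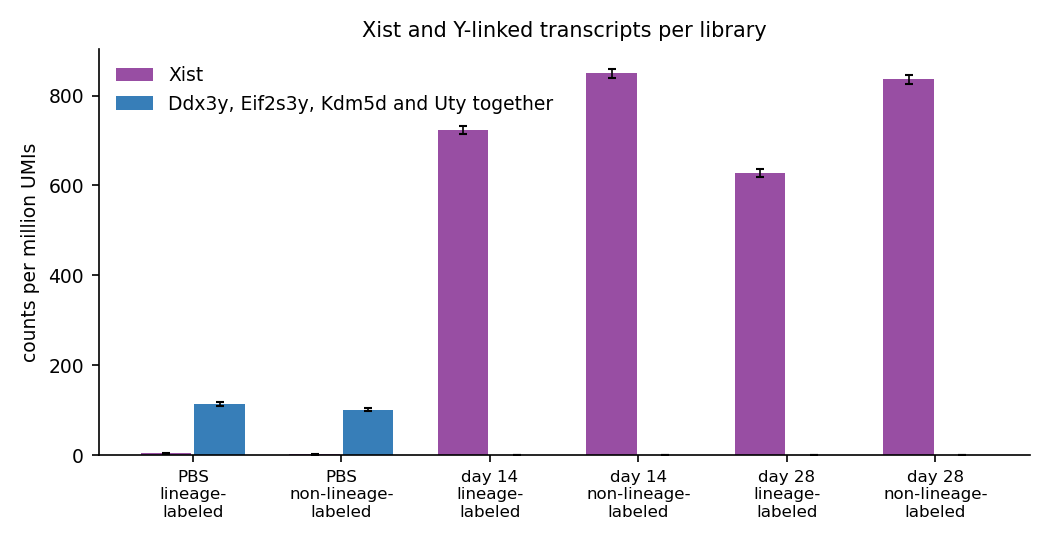
Xist and the sum of 4 Y-linked genes in CPM (y axis) for each of the 6 libraries (x axis). Bars are CPM and error bars 95% Poisson intervals; Y-linked transcripts stand at 114 and 102 CPM in the PBS libraries and Xist between 628 and 849 CPM in the bleomycin libraries.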

Values the study reported

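The study reported that about 6% of lineage-labeled cells on day 14 expressed cell cycle markers. Among 12514 captured lineage-labeled cells it counted 255 contaminating cells, 214 of them ciliated. Among 14017 non-lineage-labeled cells it removed 1125 cells with both EpCAM and CD45 as doublets.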

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

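Of the tests in this part, those of cell composition behind the interferon gamma list, on day 14 and on day 28, and of lysed cells were chosen only after the result was seen.

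The interferon gamma list moved in opposite directions on the 2 bleomycin days in alveolar sums, with a median log2 of 0.57 on day 14 and -0.26 on day 28 over PBS, 5 of 6 and 0 of 6 genes higher. The difference between the 2 days was not tested, since there are no replicates. Both days share 1 PBS library and bleomycin libraries of 1 sex profile, so neither a property of PBS alone nor sex alone gives opposite signs; the ratio of day 28 over day 14 was -0.71. A candidate explanation is composition, since DATP-like, AT1-like and cycling cells were more frequent on day 14 than in PBS and DATP-like and AT1-like cells carry more of this list. Within AT2-like cells alone the day 14 median was -0.21 (-0.30 to -0.06), with 2 of 6 genes higher, and the rise was gone, so composition is a source of the day 14 rise that these values allow. It is argued against for the fall on day 28. AT2-like cells alone gave -0.56 (-0.70 to -0.46) for day 28 over PBS, with 0 of 6 genes higher, and DATP-like and AT1-like cells were more frequent on day 28 than in PBS too, which would raise the list. For day 28 over day 14 they gave -0.38 (-0.56 to -0.21). What lowered the list on day 28 stays open, sex of the mice and the PBS library included. With a UMI minimum of 4000 the median in AT2-like cells was 0.09 (-0.15 to 0.38), still below that of all alveolar cells, and on day 28 it was -0.16 (-0.52 to 0.04), so the fall within AT2-like cells does not hold beyond counting error there. That the state names were rebuilt here limits the test, as AT2-like cells are those the clustering placed there.

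The DATP list also went in opposite directions within AT2-like sums, with 0.32 on day 14 and -0.21 on day 28 over PBS. This difference was not tested either. Cells of the primed cluster could carry the day 14 rise. AT2-like cells outside that cluster gave 0.0626 (-0.02 to 0.30) on day 14 and -0.28 (-0.41 to -0.23) on day 28, and the day 14 interval holds both 0 and most of the rise, so the primed cluster and AT2-like cells at large cannot be told apart. Free RNA of DATP-like cells on day 14 might also add these transcripts. Over the 15 genes the level in day 14 AT2-like cells was a median of 0.369 of that in low-UMI droplets, from 0.0347 to 0.787, so the genes were all more frequent in the droplets than in the cells. If the droplets give the profile of free RNA, its share in these cells can be at most about 0.0347, a limit that rests on the lowest gene alone. How much of the rise from PBS free RNA makes up under that limit was not computed, so free RNA and expression in AT2-like cells cannot be told apart for the rise. Subtracting free RNA at 5%, which is above that limit, brought the day 14 median to 0.05 (-0.03 to 0.31). With unnamed AT2 candidates included the day 28 median was 0.04, so the opposite directions do not hold under every alternative. The biological reading, that AT2 cells gain DATP transcripts after injury, stays open and was not tested in other mice.

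Low-UMI droplets (1 to 50 UMIs) belong to no comparison of the report. In the non-lineage-labeled libraries they held more UMIs of some cytokines after bleomycin. Over PBS, the log2 ratio on day 14 was 2.29 for Il1b (370 against 84 UMIs), 3.98 for Il17a (106 against 7) and 3.19 for Il1rn (20 against 2 UMIs, 1.43 to 6.62), and on day 28 it was 1.04 for Il1b (190 UMIs) and 3.80 for Il17a (114 UMIs). For Il1rn on day 28 it was 0.71 (-1.94 to 4.33; 4 against 2 UMIs), so no rise beyond counting error was seen. Il18 and Il6 went the other way on both days. They had -1.03 and -0.89 on day 14, and -0.83 (-1.46 to -0.24) and -0.86 (-1.37 to -0.36) on day 28. RNA of lysed cells is a candidate source and would carry the ratio of the cells it came from. For Il1b on day 14 the droplets gave 2.29 (1.95 to 2.65) and all non-lineage-labeled cells in the kept classes 1.89 (1.73 to 2.06). The intervals overlap at their ends, so RNA of lysed cells like those kept and RNA of some other source cannot be told apart. The removed cells do not close the gap, as all cells past the limits, removed ones included, gave 1.87 (1.73 to 2.01). Reading overlapping intervals as undecided was settled after these values were seen. The PBS mice also differ in sex from the bleomycin mice, and that was not tested for the droplets.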

How the results depend on the processing

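Of the alternatives below, the class conflict limit of 33%, the class score minimum of 0.5, unnamed clusters with AT2 as candidate included and the first Leiden seed alone were chosen only after seeing the data; the others were listed before. Where no reason is given for a change, the cause was not tested.

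Of the 23 values that answer a comparison, none of the 9 log2 values changed sign under any alternative that gave one. On day 14 over PBS, the alveolar p53 list ran from 1.54 to 1.77 and the DATP list from 1.26 to 1.58, the homeostatic list of AT2-like cells from -0.44 to -0.22 and their primed list from 0.55 to 1.49. In DATP-like over AT2-like cells on day 14, the glycolysis list ran from 0.96 to 1.11, the p53 list from 2.51 to 2.82 and the interferon gamma list from 1.61 to 2.00. Il1b in monocytes and macrophages ran from 0.70 to 1.14 for day 14 over PBS and from -0.73 to -0.49 for day 28 over day 14. The difference of Il1r1 between G2/M and G1, which was not called, did change sign. Connectivity of DATP-like and AT1-like cells was 1, the end of its scale, in the main processing and with the first Leiden seed alone, the only alternative that had both names and gave a value, so whether it is stable could not be judged.

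Values of these comparisons that left their counting interval were the following. With a UMI minimum of 1000, the day 28 share of AT1-like cells was 6.68%, the day 14 share of monocytes and macrophages among immune cells 8.28%, and the log2 of Il1b in them on day 14 over PBS 0.70. With a UMI minimum of 4000, cycling cells made up 4.67% on day 14 and the primed list in AT2-like cells had 1.49. Leaving out cells over 10% mitochondrial gave 2.43% cycling cells on day 14. Without doublet removal the day 14 share of DATP-like cells was 10.9%, and in AT2-like cells the homeostatic list had -0.22 and the primed list 0.55. Leaving out the top 5% of doublet scores gave 2.41% cycling cells. Leiden resolution 0.5 gave 8.66% AT1-like cells on day 28. Resolution 2 gave 4.54% of them and 12.95% DATP-like cells on day 14, with 1.10 for the glycolysis and 2.51 for the p53 list in DATP-like over AT2-like cells. Thinning to 2000 UMIs before clustering gave 8.19% AT1-like cells on day 28. With each library clustered alone these were 7.38%, cycling cells on day 14 were 6.75% and monocytes and macrophages of day 14 18.6%. With the held-out genes kept in the clustering, the glycolysis, p53 and interferon gamma lists in DATP-like over AT2-like cells had 0.96, 2.54 and 1.61, and with the first Leiden seed alone the glycolysis and p53 lists had 1.11 and 2.55. With the mean over cells these 3 lists had 0.96, 2.82 and 2.00, and the alveolar DATP list on day 14 over PBS 1.29. Scaling by the trimmed mean of M values gave 1.56 for the alveolar p53 and 1.28 for the DATP list. The total without the 20 highest genes gave 1.54 and 1.26 for them and -0.44 for the homeostatic list in AT2-like cells. These 2 scalings move each gene of a pair of sums by the same amount. The median of all alveolar genes on day 14 over PBS went from 0.26 to 0.07 and -0.01, which is not the same amount, since the genes that pass the CPM limit change with the scaling.

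By construction, asking for fewer or more markers changes a share. At least 4 DATP markers were seen in 49.5% of day 14 cells and at least 6 in 19.6%, and at least 2 cycling markers in 3.58% and at least 5 in 1.47%. Over all droplets, the Y-linked part of Xist and Y-linked UMIs was 94.2% and 96.4% in the PBS libraries, lineage-labeled first, 0.0412% and 0.0473% in the lineage-labeled libraries of day 14 and day 28 and 0.0392% in the non-lineage-labeled library of day 28.

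Apart from that difference of Il1r1 shares, the results that changed sign were among sums of AT2-like cells. The AT2 list on day 28 over PBS had 0.02 by the main processing. It had -0.0589 with a UMI minimum of 1000 and -0.0031 without the top 5% of doublet scores. With the first Leiden seed alone it had -0.0213, and with unnamed AT2 candidates included -0.0697. Its direction is therefore not settled. It also had -0.0251 with the total without the 20 highest genes. That scaling moves every gene of the pair alike, so this change of sign says nothing on the list itself. With unnamed AT2 candidates included the DATP list on day 28 over PBS had 0.0403. With a UMI minimum of 4000 the interferon gamma list on day 14 over PBS had 0.0928 (-0.15 to 0.38), the cycling list on day 28 over PBS -0.0146 (-0.56 to 0.50) and Saa3 on day 14 over PBS 1.02 (0.54 to 1.57). In that clustering 64.8% of PBS cells were unnamed and so outside the sums, against 21.6% by the main processing; in alveolar sums, which do not use the names, Saa3 had -2.92 with that minimum.

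Of 1722 other values, 1221 stayed within their counting interval or, for counts of cells, within 1.5 times, 492 moved with their direction kept or not called (281 higher, 211 lower) and 9 are the changes of sign above. The 32 values under the conflict limit of 33% are among those that stayed and say nothing on stability, as that limit removed the same cells.

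Several alternatives gave no value for a state. No cluster met the DATP-like name with a UMI minimum of 4000, with cells over 10% mitochondrial left out, at Leiden resolution 0.5, after thinning to 2000 UMIs before clustering, with each library clustered alone or with 30 neighbors. Resolution 0.5 and thinning before clustering also left no primed or cycling cluster, the UMI minimum of 4000 no AT1-like cluster and the first Leiden seed alone, in both rounds of clustering, no cycling cluster. Among non-lineage-labeled cells, the UMI minimum of 4000 left no cluster named for monocytes and macrophages, B cells or dendritic cells, and the minimum of 1000 none for dendritic cells. A basal cluster was missing with a UMI minimum of 4000, with either change of doublet removal, at resolution 0.5, after thinning and with the first Leiden seed alone. With each library clustered alone, PBS had no cycling cluster, PBS and day 28 no primed cluster, 2 libraries no basal and 1 no dendritic cluster. Whether a DATP-like cluster stands apart from AT1-like and AT2 cells thus depends on these choices, while the DATP list in alveolar sums, which uses no state names, was above PBS on day 14 under all 9 alternatives run for it.

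Depth limits what can be seen for rarely counted genes. Il1r1 had a UMI in 40 of 2140 G1 cells and 1 of 146 G2/M cells of day 14 after thinning to 2000 UMIs, and the difference between G2/M and G1 was -1.18 percentage points (-1.85 to 1.89). It was 3.59 (-0.82 to 9.70) at full depth and 5.07 (0.81 to 11.7) after thinning to 4000 UMIs, which leaves out the shallower cells, so the answer for Il1r1 depends on the depth kept. The limits of these differences leave out the counting error of the G1 share. Most cells called S or G2/M lay outside the cycling cluster and may not be cycling, which limits the comparison of phases. With phases scored within the cycling cluster only, 11.1% (3.11 to 26.1) of day 14 cells in S and 1.23% (0.0313 to 6.69) in G2/M had a UMI after thinning.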

Other observations

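Of the tests in this part, those of mixed sexes, sex of the mice, immune RNA in the ciliated cluster, doublets of AT2 and club cells (against either kind of club cells), the change of Il1b in epithelial cells against that in droplets and the concentration of PBS cells in 1 cluster were chosen only after the result was seen. The comparison with unlabeled AT2-like cells was added after a first test against all epithelial cells decided nothing. Patterns seen in an earlier clustering that did not recur were dropped.

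The 2 PBS libraries carried Y-linked transcripts and the 4 bleomycin libraries carried Xist. Libraries that mixed male and female mice are argued against, since 3.02% (2.30 to 3.89) of 1918 PBS lineage-labeled cells with either kind had Xist alone, where a mixture would show it in a large share. The design therefore sets male PBS against female bleomycin mice, as far as these transcripts show, and the 2 libraries of each day match each other. No biological explanation was tested.

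In summed lineage-labeled alveolar cells, 14 genes were lower than PBS on both days by a log2 of 1 or more (Pigr, Fabp5, Rnf186, Ccdc146, Cxcl5, Cxcl1, Saa3, Vnn1, Itih4, Slc6a20a, Slc26a4, Ly6i, Noxo1 and C3) and 12 were higher (among them Phlda3, S100a6, Cxcl17, Ccnd1, Ccng1, Plk2 and Scgb1a1), among genes with at least 50 CPM in PBS for the lower and on both bleomycin days for the higher ones. Both ratios share the PBS sum. Draws of unchanged libraries with that sum gave at most 0 such genes, but at these counts counting error could not reach the limit, so this says nothing on differences between mice or libraries. Free RNA in the PBS library is argued against, as the 14 genes were at a median of 1.25 times their droplet level in PBS cells, from 0.692 to 2.39, while abundant immune genes in ciliated cells, where free RNA is a candidate source, stood between 0.0421 and 0.377 of theirs. A property of the PBS lineage-labeled library alone was set against epithelial cells of the non-lineage-labeled libraries, where the median was 0.15 on day 14 and -0.10 on day 28 over 10 genes with enough UMIs. This decides nothing, since 4 of 10 genes were lower on day 14 and 6 of 10 on day 28. Unlabeled AT2-like cells argue against it, though few of them were found in PBS and on day 14. The summed genes there had a log2 ratio of -2.32 (-2.48 to -2.17) on day 28 and -2.41 on day 14 over PBS. In lineage-labeled alveolar sums the ratios were -1.52 and -1.51. On each day 10 of 10 genes with at least 5 UMIs in the unlabeled PBS cells were lower in the unlabeled cells. That minimum was set on PBS alone, which favors genes that come out lower, so this count adds little. The summed ratio uses all 14 genes without it. Those sums rest on 26 cells in PBS (486 UMIs), 19 on day 14 (153 UMIs) and 227 on day 28 (1193 UMIs). Their interval covers counting error only. Sex of the mice stays open. The 5 X-linked genes that escape inactivation had a median of 0.48 on day 14 and 0.56 on day 28 over PBS and -0.02 for day 28 over day 14, so the sexes are seen in the sums, but whether the 14 genes depend on sex, on bleomycin, or on a state of the PBS mice cannot be told apart, as sex and treatment changed together. A lasting change of AT2 cells after injury is among the open explanations and was not tested, and these genes may as well mark an inflamed state of the PBS lungs, since Cxcl5, Cxcl1, Saa3 and C3 are among them.

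PBS lineage-labeled cells gathered in the AT2 cluster led by Ly6i and Noxo1. Lower depth of the PBS library is a candidate cause. After every cell was thinned to 2000 UMIs, 76.8% (75.0 to 78.5) of the 2342 cells of the cluster led by 9 of the same 10 leading genes were from PBS, against 34.8% of all cells, which argues against depth as the cause of the concentration. The separation into clusters nearly all from 1 library is another matter. At full depth 35.6% of PBS cells lay in clusters with over 80% of their cells from 1 library, and after thinning 0% did. This decides nothing, since thinning left 8 clusters in place of 11 and blurs all clusters whatever the cause, and 76.8% lies just under the limit. Lower depth and another cause of that separation cannot be told apart. No biological explanation beyond those for the 14 genes was tested.

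A ciliated cluster led by H2-Ab1, Cd74 and H2-Aa held 53 PBS, 220 day 14 and 160 day 28 cells. RNA of immune cells in the same droplets is argued against. In day 14 cells, over 12 abundant immune genes, the rise in the cluster over other ciliated cells had a median of 0.510% of their level in immune cells and at most 2.86%, where the 10 interferon and antigen presentation genes, of which 3 are also in the interferon gamma list, would need a median of 65.0%. Tyrobp stood at 26.8 CPM in the cluster, 17.3 CPM in other ciliated cells and 1699 CPM in immune cells. Antigen presentation by ciliated cells after injury may be a biological source, as a hypothesis found and tested on the same data, but sex and the immune state of single mice were not separated from it.

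Il1b was also counted in epithelial cells of the day 14 non-lineage-labeled library (208 UMIs in 182 cells). Free RNA is a candidate source. Il1b stood at 0.0636 of its level in low-UMI droplets, within the range of 0.0421 to 0.377 for 12 abundant immune genes that ciliated cells should lack, and the 10 cells with the most held 15.9% of it, so the UMIs were spread over many cells. If free RNA had the same share for all genes, the lowest of these would limit it to 0.0421. Il1b lies above that, so its place within the range does not settle the source. The change from PBS points away from free RNA. From PBS to day 14 Il1b rose by a log2 of 3.51 (2.91 to 4.25) in epithelial cells and 2.29 in droplets, a difference of 1.23 (0.52 to 2.04), where the 12 immune genes had a median of 0.21 and a range of -0.50 to 0.61. The interval of Il1b reaches into that range, though none of the 12 was as high, so free RNA and Il1b RNA of the epithelial cells cannot be told apart. Doublets were not tested for it. No biological explanation was tested.

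An unnamed lineage-labeled cluster of 321 day 28 cells (9 in PBS and 14 on day 14) was led by Scgb1a1 and Cyp2f2, with Scgb1a1 at 19935 CPM against 646 CPM in other day 28 alveolar cells. Free RNA is argued against, since the other 10 club genes, 5 of them also in the marker list for club cells, had a median log2 of 0.96 over other day 28 cells and 9 of 10 were higher, where free RNA reaches all cells of the library alike. Doublets of AT2 and club cells stay open, as the values go both ways. Against 36 club-like cells of the day 28 non-lineage-labeled library, the rise of their 10 abundant genes in the cluster had a median of 0.00356% of the level there and reached 8.23%, beside 4.68% for Scgb1a1, with 8 of 10 under 0.5 of that. Those cells are of another library and led by Scgb3a1, Bpifb1 and Bpifa1, which club cells paired with AT2 cells here need not carry. Against the 50 club cells of the same library the median was 5.29%, beside 5.59% for Scgb1a1, with 7 of 10 genes within 2-fold of that (Cyp2f2 at 6.92%), while Scgb3a2, at 2118 CPM in those cells, stood at 2.71 CPM in the cluster and 23.2 CPM in other cells, which such doublets would have raised. The preset club list gave a median of 5.96%. Doublets and AT2 cells with club transcripts of their own therefore cannot be told apart. Whether the mice of that library differ was not tested.

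Cycling cells made up 2.99% of day 14 lineage-labeled alveolar cells. That is lower than the share quoted from the study above, and names and clusters were rebuilt here. With each library clustered alone it was 6.75%. Seeds alone moved it from 2.43% to 11.6%, and the marker rule without thinning gave 5.05%, so the difference lies within the spread of the choices made here. Its cause was not tested.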
